A study of Mus musculus with 11 samples.

How the data were processed

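Total RNA from dissected mouse retinas of the NMRI strain was sequenced at embryonic day 13.5, per the labels' protocols. Dams were injected with 0.15 mL of tamoxifen at 20 mg/mL on embryonic days 10.5 and 11.5, and libraries were made with a KAPA RNA HyperPrep kit with ribosomal RNA removal, per the labels' protocols. The design text states that pairs of retinas were used, with 3 biological replicates per genotype, and that 1 Six6KO sample was removed for high duplication, so 2 remain. Genotypes were Six3F/F (WT), Six3F/F with CAGGCre-ERTM (Six3KO), Six3F/F with Six6 null alleles (Six6KO), and all of these together (DKO), per the labels' protocols. Cre is thus present only in the Six3KO and DKO groups, and loss of Six3 cannot be told from an effect of Cre in comparisons with WT or Six6KO.

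The authors deposited 1 table of raw read counts per gene symbol, with 1 library per column. Adapters were trimmed with Trim Galore 0.3.7, reads were aligned to mm10 with TopHat2 2.0.13 and counted with HTSeq 0.6.1, per the submitters' processing notes, which also name Cufflinks 2.2.1 and Cuffdiff. The design text names DESeq2 for the authors' own comparisons of each mutant with WT. The gene annotation, the strand setting and the rule that left 13498 genes in the table are not given in the sources used here. The columns carry the group and a library name, such as rh016, but no replicate number, so samples could not be matched to columns one by one and no paired fit was possible.

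Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10), which left 13292, library sizes were scaled by TMM, and all 11 libraries entered 1 quasi-likelihood fit (robust) with a mean for each of the 4 groups. Comparisons were DKO, Six3KO and Six6KO against WT, DKO against each single mutant, and the departure of DKO from the sum of the single effects (DKO minus Six3KO, minus Six6KO plus WT). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are scaled by TMM. Where a group held 1 to 3 reads of a gene, the ratio is given with an exact 95% interval for counts, which leaves out the spread between embryos.

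In total 25 gene lists were written from general knowledge before the data were examined. They cover retinal progenitor, S phase, mitosis, ciliary margin, Wnt feedback, pigment epithelium, neurogenic and Notch, ganglion cell, photoreceptor precursor, amacrine and horizontal cell, optic stalk, dorsal, ventral, p53 target and apoptosis, FGF/MAPK feedback, BMP/TGF-beta feedback, Hedgehog target, hypoxia and glycolysis, immediate early, lens, blood vessel, periocular mesenchyme, macrophage and microglia, red blood cell, and surface ectoderm genes. Lists were tested against all other genes with camera in limma 3.58.1 on log2 CPM (prior count 2) at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 25 lists. Camera with an estimated correlation was an alternative, as was fry, which tests a list against no change and not against other genes. Members are counted after adjustment over all genes and after adjustment over the list alone. A list score is the mean log2 CPM of its members.

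Named genes follow a fixed rule. It takes Six3 and Six6, the 8 higher and 8 lower genes with the largest fold change in DKO against WT and 4 of each in the other comparisons, and up to 3 members of each list with the smallest p in DKO against WT. Genes chosen by size had to be called, have a mean of at least 5 CPM over the compared libraries and show no overlap between the groups, and predicted genes, pseudogenes, mitochondrial and small RNA genes, Xist, Tsix and Y-linked genes were left out. Embryo sex is not labelled, and the Y-linked gene Ddx3y lay above 10 CPM in 1 of 3 WT, 2 of 3 Six3KO, 2 of 2 Six6KO and 1 of 3 DKO libraries. Positions are from GENCODE vM21 (GRCm38), in which 13015 of 13292 tested symbols (97.9%) matched a single gene. Of 104 named genes with a position, 29 overlap exons of another gene.

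The fit was tested on simulated data drawn from the means and library sizes of the DKO and WT libraries, with 200 changed genes in each of 3 simulations. For DKO against WT, 81.7% of genes changed 4 fold and 92.3% of those changed 8 fold were recovered among 13251 to 13260 genes, with 7 to 14 false calls. Depth ran from 7807744 reads (WT library rh024) to 16403191 reads (Six3KO library rh006), and 51 genes of the table had no read in any library. Replicates were checked for duplication, and every pair differed by more than counting error (chi-square per degree of freedom 9.72 to 77.3).

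Alternatives were relative log expression size factors, no TMM factor, no low-count filter, DESeq2 1.42.0, a fit on the compared groups alone, and each library left out in turn. After seeing the data, covariates for the mesenchyme, mesenchyme and lens, and blood vessel scores were added, as was a fit without Six3KO library rh026 and Six6KO library rh020. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.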

Results

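Total RNA was sequenced from mouse retinas of 4 genotypes at E13.5, with 11 libraries in all. The WT group (3 libraries) carried floxed Six3 alleles and no Cre. The Six3KO group (3 libraries) carried the same floxed alleles with CAGGCre-ERTM, a widely expressed Cre recombinase fused to part of the mouse estrogen receptor and activated by tamoxifen. The Six6KO group (2 libraries) lacked Six6 from the germ line and had no Cre, and the DKO group (3 libraries) combined both losses and carried Cre. Dams received tamoxifen at E10.5 and E11.5. Six3 and Six6 encode related homeodomain transcription factors of the eye field and retinal progenitors, and the series asked what their joint loss does to those progenitors. Reads in genes ranged from 7807744 to 12505379 per WT library, 9786661 to 16403191 per Six3KO library, 8867708 to 9166054 per Six6KO library and 11965016 to 12659540 per DKO library. Of the genes in the table, 13292 were tested. Fold changes are given on the log2 scale ± standard error, and p-values are Benjamini-Hochberg adjusted values from edgeR unless stated otherwise.

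Both targeted genes were lower in the groups that lacked them, but neither was absent. Six3 (chromosome 17, 85613608 to 85629302, plus strand, GRCm38) stood at 229 ± 67.8 CPM (mean ± SD, n = 3) in WT, 60.0 ± 25.8 CPM (n = 3) in Six3KO and 70.5 ± 23.9 CPM (n = 3) in DKO. In the Six6KO group it stood at 225 CPM, with 307 and 142 CPM in its 2 libraries. Six6 (chromosome 12, 72939892 to 72944899, plus strand) stood at 281 ± 57.6 CPM (n = 3) in WT and 281 ± 97.3 CPM (n = 3) in Six3KO. It lay at 131 and 76.8 CPM in the 2 Six6KO libraries and at 69.5 ± 26.3 CPM (n = 3) in DKO. Among the DKO libraries, rh021 held the most Six3 (98.2 CPM) and the most Six6 (99.8 CPM). DKO libraries rh010 and rh011 stood at 57.3 and 56.2 CPM for Six3 and 56.0 and 52.8 CPM for Six6. Every Six3KO and DKO library lay below every WT library for Six3, and every Six6KO and DKO library lay below every WT library for Six6, so no library went against its label. Across all genes, Six6 passed the threshold in DKO against WT (log2 fold change -2.01 ± 0.36, adjusted p = 0.0342). Six3 did not in DKO (-1.70 ± 0.43, adjusted p = 0.106) or in Six3KO (-1.93 ± 0.43, unadjusted p = 0.00133, adjusted p = 1), nor did Six6 in Six6KO (-1.43 ± 0.40, unadjusted p = 0.00582, adjusted p = 0.991). Exons of Six3 overlap those of Six3os1, its antisense partner, and the strand setting of the counting is not given in the sources used here, so reads of the pair may be shared. Exons of Six6 overlap those of 4930447C04Rik on the other strand, so the same limit holds for the Six6 reads left in Six6KO and DKO. Six3os1, chosen after its values were seen, stood at 568 ± 160 CPM in WT and 1412 ± 166 CPM in DKO (n = 3 each), a log2 difference of 1.31 ± 0.28 that did not pass (adjusted p = 0.0589). It stood at 1161 ± 318 CPM in Six3KO (n = 3) and 567 CPM in Six6KO (n = 2). The log2 difference of Six3KO from WT was 1.03 ± 0.28 (edgeR unadjusted p = 0.00436) and did not pass either.

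**Figure D1:**
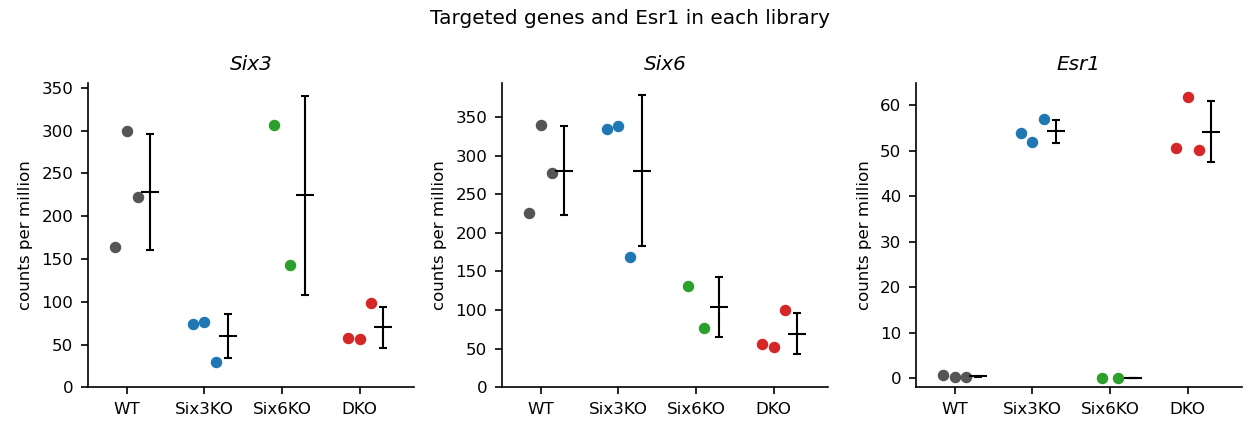
CPM of Six3, Six6 and Esr1 (vertical axes) in each library of the 4 groups (points), with the group mean and SD beside them (black bar). Six3 lies between 30.3 and 98.2 CPM in the 6 Six3KO and DKO libraries, Six6 between 52.8 and 131 CPM in the 5 Six6KO and DKO libraries, and Esr1 between 50.2 and 62.0 CPM in the 6 libraries of Cre-carrying embryos against 0.625 CPM or less in the others.

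Markers of tissues that border the retina differed widely between libraries of the same group. The mean log2 CPM of the 25 periocular mesenchyme genes, set against the WT mean, lay at 1.55, -2.37 and 0.83 in the 3 WT libraries. It lay at 0.49, -1.70 and 2.35 in the 3 Six3KO libraries, 1.58 and 1.54 in the Six6KO libraries, and -3.23, -2.22 and -2.83 in the DKO libraries. Lens genes were highest in Six3KO libraries rh012 and rh026 (6.88 and 6.63 above the WT mean) and in Six6KO library rh020 (5.51). The first principal component of all genes held 45.9% of the variance, and Six3KO library rh026 and Six6KO library rh020 lay at one end of it. The DKO libraries lay closest to each other, with a Spearman correlation across genes of 0.985 or more between any pair, against 0.950 to 0.967 in WT.

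**Figure D2:**
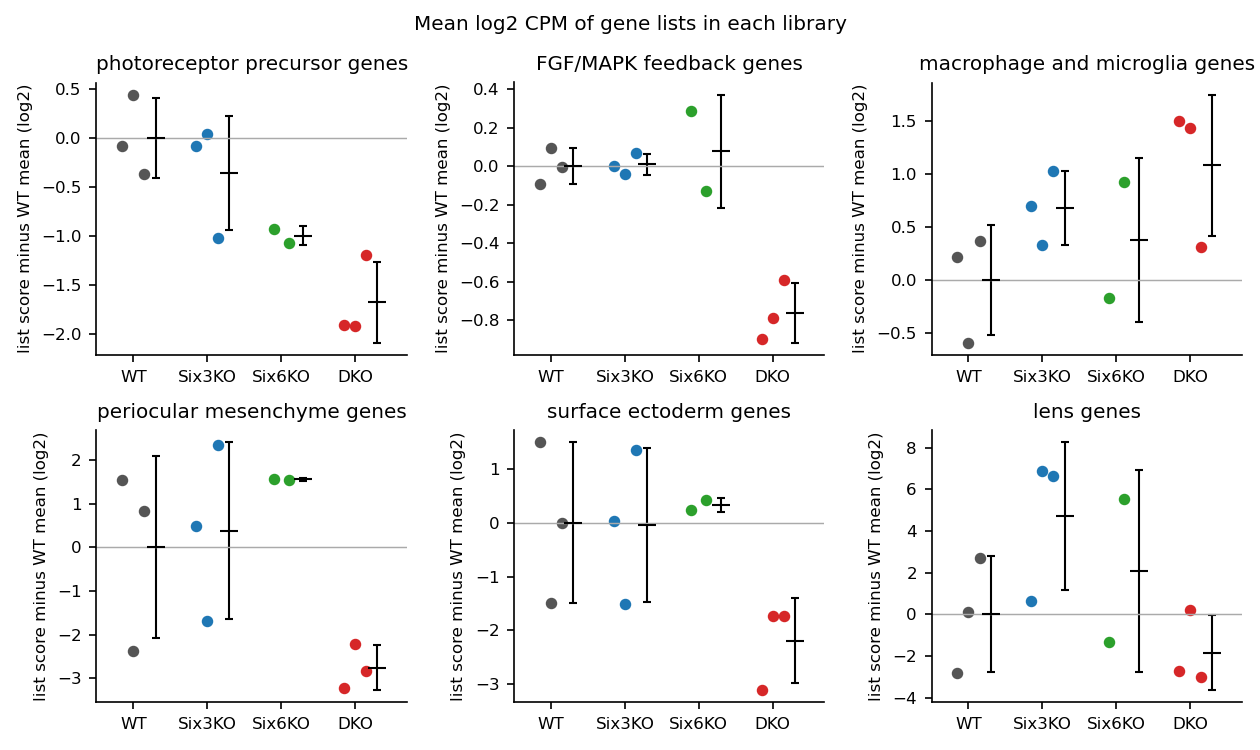
Mean log2 CPM of 6 gene lists in each library, minus the WT mean (vertical axes, log2), for the 4 groups (points), with the group mean and SD (black bar). The DKO libraries lie at -1.92 to -1.20 for photoreceptor precursor genes and -0.90 to -0.59 for FGF/MAPK feedback genes, and at -3.23 to -2.22 for periocular mesenchyme genes, where WT libraries span -2.37 to 1.55.

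In DKO against WT the transcription factor genes Tfap2c, Dbx1 and Zic1 were higher and Otx2 and Rbpms lower. Tfap2c, an AP-2 transcription factor, rose from 5.29 ± 2.94 to 84.5 ± 23.4 CPM (log2 fold change 3.96 ± 0.40, adjusted p = 0.0028, n = 3 in each group). Otx2, a homeodomain factor required for photoreceptor fate, fell from 95.8 ± 8.24 to 28.1 ± 2.51 CPM (-1.77 ± 0.14, adjusted p = 0.00107). Part of its reads may be shared with Otx2os1, whose exons overlap those of Otx2 on the other strand. Rbpms, an RNA-binding protein of retinal ganglion cells, fell from 44.3 ± 4.64 to 12.9 ± 2.05 CPM (-1.78 ± 0.17, adjusted p = 0.00243). In all, 172 genes passed in DKO against WT, 87 higher and 85 lower, of which 66 and 69 differed by at least 2 fold.

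Among the 87 higher genes was Dbx1, a homeobox gene of interneuron progenitors in the neural tube. It had 473 reads in the 3 DKO libraries against 3 reads in the WT libraries, a ratio of 125 with an exact 95% counting interval of 42.6 to 609 (adjusted p = 0.00497). Esr1 stood at 54.2 ± 6.68 CPM in DKO and 0.452 ± 0.151 CPM in WT (adjusted p = 2.91e-06). Car5b, a mitochondrial carbonic anhydrase on chromosome X, rose 51.3 fold (log2 5.68 ± 0.55, adjusted p = 0.00257). Nwd2 rose 28.2 fold and Rfx4, a winged-helix transcription factor of the developing brain (chromosome 10, 84756062 to 84906538), rose 24.9 fold. The LIM-only gene Lmo3 rose 14.8 fold and Tmem132b rose 14.2 fold, to 152 ± 74.8 CPM. Among lower genes with a mean of at least 5 CPM and no overlap between the groups, the largest falls were those of Dio3, the deiodinase that inactivates thyroid hormone (-5.14 ± 0.82, from 24.06 ± 10.01 to 0.665 ± 0.806 CPM), and of its divergent noncoding neighbour Dio3os (-4.60 ± 0.92, adjusted p = 0.0494). Col1a1, a type I collagen chain (-4.51 ± 0.86), the extracellular matrix gene Frem1 (-3.44 ± 0.62) and the Iroquois homeobox gene Irx3 (-3.40 ± 0.54) followed. Next came Espn, an actin-bundling protein (-3.30 ± 0.42), the potassium channel subunit Kcnf1 (-2.98 ± 0.59) and Cdhr1, a cadherin of photoreceptor outer segments (-2.90 ± 0.55). Adjusted p of these 8 lower genes ran from 0.00889 for Espn to 0.0494 for Dio3os.

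**Figure D3:**
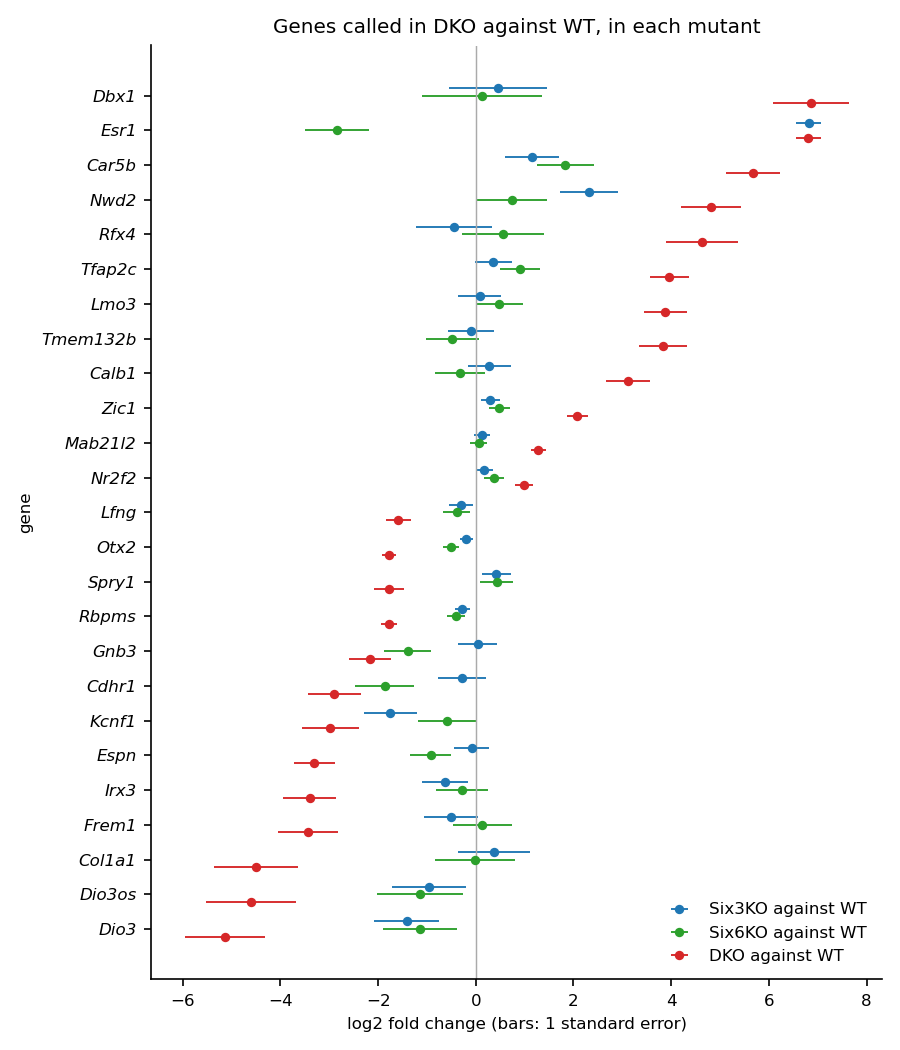
Log2 fold change against WT (horizontal axis; bars, 1 standard error) of 25 genes called in DKO against WT (vertical axis), in Six3KO, Six6KO and DKO. The DKO values run from -5.14 (Dio3) to 6.86 (Dbx1), while among these genes the Six3KO and Six6KO values passed the threshold only for Esr1 in Six3KO.

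Photoreceptor precursor genes were lower as a group in DKO. Of 13 tested, 2 fell over all genes (Otx2, and Gnb3, a cone transducin subunit, -2.17 ± 0.43, adjusted p = 0.0476), 0 rose and 11 did not pass. Adjusted over the list alone, 10 were lower, with Cngb3, a cone channel subunit, at -3.18 ± 0.66, and the median was -1.77. The camera test called the list lower (adjusted p = 2.46e-09), but not with an estimated correlation (adjusted p = 0.24), while fry called it lower (adjusted p = 0.0211). FGF/MAPK feedback genes moved likewise: of 17 tested, 1 fell (Spry1, a feedback inhibitor, -1.77 ± 0.31, adjusted p = 0.032), 0 rose and 16 did not pass. Spry1 stayed between -2.09 and -1.33 in 15 alternatives, but its call was lost in 8 of them. These were 5 of 6 fits that left out 1 library, the 2 groups alone, and the mesenchyme (-1.34 ± 0.32, adjusted p = 0.0641) and mesenchyme and lens covariates (adjusted p = 0.0687). With adjustment over the list alone, 8 were lower and 1 higher. The ETS factors Etv5 (-1.41 ± 0.29, adjusted p = 0.0526) and Etv4 (-1.29 ± 0.28, adjusted p = 0.0631) lay just above the threshold over all genes. The list's median was -0.71 and it was called lower by camera (adjusted p = 2.37e-07) and by fry (adjusted p = 0.0211), but not with an estimated correlation (adjusted p = 0.24). Immediate early genes (16 tested) had 1 fall, of Klf6 (-0.78 ± 0.14), with 1 lower and 1 higher, Jun at 0.70 ± 0.16, adjusted over the list alone. That list was called lower by camera (adjusted p = 0.00179) and fry (adjusted p = 0.0441), with an adjusted p = 0.24 with an estimated correlation.

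Ganglion cell and neurogenic genes each held a member that fell. Of 26 ganglion cell genes, 24 had estimates below 0 and Rbpms fell, 1 also when adjusted over the list alone. Isl1 stood at -1.34 ± 0.44 and Robo2 at -0.95 ± 0.32, short of the threshold (adjusted p = 0.209 and 0.226). The list was called lower (camera adjusted p = 2.25e-05; adjusted p = 0.711 with an estimated correlation). Of 25 neurogenic and Notch pathway genes, 1 fell (Lfng, a Notch-modifying glycosyltransferase, -1.59 ± 0.25, adjusted p = 0.0236), and 4 were lower adjusted over the list alone, among them Heyl at -1.34 ± 0.35. This list was called as well (camera adjusted p = 0.00461; adjusted p = 0.711 with an estimated correlation). Its score lay below WT in DKO libraries rh010 and rh011, but at -0.16 in rh021, within WT (-0.28 to 0.26). Amacrine and horizontal cell genes went both ways. Of 20 tested, Tfap2c and Calb1, a calcium-binding protein (3.12 ± 0.44, adjusted p = 0.0146), rose and 0 fell. Counted as adjusted over the list alone, 3 were higher and 7 lower, with Calb2 at -3.43 ± 0.71, and the list as a whole was not called (camera adjusted p = 0.221, median -0.44). The others that were lower were Tfap2b (-3.345), Tfap2a (-3.18), Prdm13 (-2.93), Ptf1a (-2.64), Gad2 (-2.11) and Megf10 (-1.73). Bhlhe22 (1.88) was higher. The scores of all DKO libraries (-0.70 to -0.17) lay below WT (-0.06 to 0.05), as did those of Six3KO library rh026 (-0.18) and Six6KO library rh020 (-0.46).

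The progenitor, S phase and mitosis lists had small medians (-0.06, -0.27 and -0.09). Progenitor genes went both ways, while S phase genes shifted down together. Of 26 retinal progenitor genes, 2 rose (Mab21l2, 1.28 ± 0.16, adjusted p = 0.00848, and the orphan nuclear receptor Nr2f2, 0.99 ± 0.18, adjusted p = 0.0342) and 1, Six6, fell. Reads of Mab21l2 may be shared with Lrba and those of Nr2f2 with B130024G19Rik, whose exons overlap on the other strand. Adjusted over the list alone, 5 progenitor genes were higher and 4 lower, and the list was not called (camera adjusted p = 0.896). The lower ones included Ccnd1 at -2.27, which did not pass over all genes (adjusted p = 0.084). All 25 S phase genes had estimates below 0 and none passed, whether over all genes or adjusted over the list alone, with Gins2 at -0.63 ± 0.18, Cdc6 at -0.38 ± 0.12 and Rrm2 at -0.37 ± 0.13. The S phase list was called lower at a median of -0.27 (camera adjusted p = 6.63e-08; adjusted p = 0.497 with an estimated correlation). The 25 mitosis genes had a median of -0.09 with 0 calls on either count, Mki67 at -0.29 ± 0.16, and a camera adjusted p = 0.0512. Of 22 p53 target and apoptosis genes, 0 passed on either count, with Eda2r at 2.32 ± 0.63 and the cell cycle inhibitor Cdkn1a at 2.24 ± 0.69. The list was called higher (camera adjusted p = 0.0134, and 0.711 with an estimated correlation). Its score was 0.36 and 0.57 in DKO libraries rh010 and rh011 and -0.08 in rh021, the last within WT (-0.29 to 0.19). The S phase score was -0.36, -0.43 and -0.08 in the same order, the last again within WT (-0.11 to 0.06). In DKO against Six3KO, where both groups carry Cre, neither list was called. Medians were -0.02 for S phase (camera adjusted p = 0.66) and -0.165 for p53 (0.0614). Neither shift was thus shown to be larger in DKO than in Six3KO. In Six6KO against WT, without Cre, Cdkn1a stood at 2.47 ± 0.74 (edgeR unadjusted p = 0.00817) and Eda2r at 0.23 ± 0.71, and neither passed.

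The ciliary margin, Wnt feedback and Hedgehog target lists held a few members that passed over all genes, and the other lists of this paragraph held none. None of these lists was called as a whole. Of 24 ciliary margin genes, the zinc finger gene Zic1 rose (2.08 ± 0.21, adjusted p = 0.00257) and Cdo1, a cysteine dioxygenase, fell (-1.93 ± 0.39, adjusted p = 0.0496). Adjusted over the list alone, 4 were higher, with Zic2 at 1.12 ± 0.27, and 3 lower (camera adjusted p = 0.0944; median 0.30, mean -0.02). Exons of Zic1 and Zic4 (the latter chosen after its values were seen) overlap on opposite strands, so part of their reads may be shared. Of 20 Wnt feedback genes, Wnt3a rose (3.36 ± 0.66, adjusted p = 0.0476) and the receptor Lgr5 fell (-1.86 ± 0.32, adjusted p = 0.0311), against 1 higher and 2 lower adjusted over the list alone (camera adjusted p = 0.42). Of 11 Hedgehog target genes, 1 rose (the co-receptor Cdon, 1.26 ± 0.23, adjusted p = 0.0389) and 2 fell, among them the feedback inhibitor Hhip (-2.39 ± 0.45, adjusted p = 0.0413). There were 2 higher and 5 lower adjusted over the list alone (camera adjusted p = 0.0608). The 18 BMP/TGF-beta feedback genes had 0 calls on either count (camera adjusted p = 0.273), with Id1 at -1.04 ± 0.30. The optic stalk (11 tested), dorsal (11) and ventral (12) lists had 0 calls over all genes, and adjusted over the list alone 2 higher and 1 lower, 1 higher and 2 lower, and 2 higher and 0 lower. Vax1 stood at 2.02 ± 0.59, Ntn1 at -3.44 ± 0.92, Tbx2 at -1.09 ± 0.23 and Bmpr1b at 1.52 ± 0.41, and the camera adjusted p was 0.896, 0.273 and 0.803. The 20 hypoxia and glycolysis genes had 0 calls, with 1 higher and 2 lower adjusted over the list alone and Ndrg1 at -1.96 ± 0.42 (camera adjusted p = 0.665; median 0.10, mean -0.02). In the retinal progenitor list the camera and fry directions differed, and in the optic stalk and ventral lists both were up while the medians were -0.12 and -0.11.

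Periocular mesenchyme and surface ectoderm genes were lower as groups in DKO. All 25 periocular mesenchyme genes had estimates below 0 (median -3.90), of which Col1a1 fell and 19 were lower adjusted over the list alone, with Col1a2 at -4.12 ± 0.93 (camera adjusted p = 2.37e-10; adjusted p = 0.497 with an estimated correlation). All 19 surface ectoderm genes lay below 0, Grhl3 fell (-2.81 ± 0.44, adjusted p = 0.0236), and 11 were lower adjusted over the list alone (camera adjusted p = 2.65e-09; adjusted p = 0.497 with an estimated correlation). Kdr, the VEGF receptor of endothelial cells, fell (-1.10 ± 0.18, adjusted p = 0.0274) among 20 blood vessel genes, 2 of which were lower adjusted over the list alone (camera adjusted p = 0.0348; adjusted p = 0.711 with an estimated correlation). The vessel scores of the DKO libraries (-1.05 to -0.42) lay within those of WT (-2.45 to 1.40). Kdr itself followed none of the mesenchyme, ectoderm, vessel, lens and pigment epithelium scores in the other groups (highest correlation -0.38). Its fall is thus no evidence of less vessel tissue. Within the other groups, the correlation with the mesenchyme score was 0.955 for Irx3, 0.936 for Irx5, 0.823 for Cdo1, 0.811 for Spry1, 0.753 for Ptprt, 0.733 for Col1a1 and 0.712 for Grhl3. It was -0.393 for Kdr, -0.714 for Six6, -0.778 for Dio3, -0.854 for Cdhr1 and -0.886 for Espn. The 21 lens genes had a median of -2.36 and 0 calls on either count, with Cryab at -3.24 ± 1.38 (camera adjusted p = 0.023; adjusted p = 0.711 with an estimated correlation). The 18 pigment epithelium genes had a median of -2.71, 0 calls on either count and Slc45a2 at -3.93 ± 1.46 (camera adjusted p = 0.0881). The 7 red blood cell genes had a median of -1.14 and 0 calls on either count (camera adjusted p = 0.165). Macrophage and microglia genes went the other way: of 18 tested, P2ry12, a purinergic receptor of microglia, rose (1.13 ± 0.22, adjusted p = 0.047), 9 were higher adjusted over the list alone and the median was 1.19 (camera adjusted p = 6.7e-09; adjusted p = 0.497 with an estimated correlation). Exons of P2ry12 and Med12l overlap on opposite strands. The macrophage and microglia score of DKO library rh021 was 0.31, within WT (-0.59 to 0.37). Only DKO libraries rh010 and rh011 lay above every WT library.

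The number of genes called in DKO against WT depended on single libraries. It was 20 without DKO library rh010, 25 without DKO library rh011, 45, 59 and 61 without WT libraries rh016, rh023 and rh024, and 769 with DESeq2 (309 higher, 460 lower). Of 39 named genes that passed and were followed through the alternatives, 9 (Car5b, Dbx1, Esr1, Lmo3, Otx2, Rbpms, Tfap2c, Zic1 and Zic4) passed in every one tried. Egflam, Pcdh1 and Ptprt passed too, but their calls in this comparison were not followed. Cdo1, Col1a1 and Wnt3a passed in 0 of 6 fits that left out 1 library, and Cdhr1, Dio3os, Frem1, Gnb3, Hhip, Kcnf1, Nr2f2, P2ry12, Rfx4, Shh, Six6 and Spry1 in 1 of 6. The call of Cdo1 was also lost with relative log expression factors, without TMM, without the filter, and with the mesenchyme and the mesenchyme and lens covariates. The calls of Cdon, P2ry12 and Rfx4 were lost with both of these covariate fits. Those of Cdon and P2ry12 were lost with the 2 groups alone, and Cdon passed in 2 of 6 fits that left out 1 library. Over all alternatives their log2 values stayed between 1.052 and 1.509 (Cdon), 1.005 and 1.316 (P2ry12), and 4.165 and 5.043 (Rfx4). With the mesenchyme score as a covariate, an alternative chosen after seeing the data, 284 genes passed, 113 of them among the 172.

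Few transcripts differed between Six3KO and WT by this test, in a comparison where loss of Six3 and the Cre transgene go together. Esr1, part of which the transgene holds, was the only gene called by edgeR, at 54.3 ± 2.57 CPM in Six3KO and 0.452 ± 0.151 CPM in WT (n = 3 each, log2 6.81 ± 0.26, adjusted p = 2.9e-06). At an unadjusted p under 0.05 there were 465 genes, 3.5% of those tested, and DESeq2 called 20 (17 higher, 3 lower). Otx2 stood at -0.19 ± 0.14, Rbpms at -0.27 ± 0.16, Zic1 at 0.30 ± 0.20, Dbx1 at 0.46 ± 1.01 and Tfap2c at 0.36 ± 0.38, and none of them passed. Over all genes 0 members of the 25 lists passed. Adjusted over the list alone, 2 p53 target and apoptosis genes were higher, where Cdkn1a stood at 3.25 ± 0.71 (unadjusted p = 0.00116) and Eda2r at 2.67 ± 0.64. On the same count 1 retinal progenitor gene was lower, the targeted gene Six3 itself.

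Camera called 11 lists in Six3KO, 4 higher and 7 lower. The higher ones were the lens list (median 5.13, adjusted p = 4.47e-15), the p53 list (0.35, adjusted p = 3.54e-10), the macrophage list (0.59, adjusted p = 1.04e-08) and the hypoxia list (0.15, adjusted p = 1.34e-05). The lower ones were the S phase (-0.27, adjusted p = 3.16e-13), mitosis (-0.22, adjusted p = 3.01e-11), dorsal retina (-0.23, adjusted p = 0.00206), red blood cell (-0.87, adjusted p = 0.0157), photoreceptor precursor (-0.38, adjusted p = 0.0217), Hedgehog (-0.08, adjusted p = 0.0411) and progenitor lists (-0.10, adjusted p = 0.0438). With an estimated correlation 0 were called, at a smallest adjusted p = 0.295, and fry called 0 at a smallest adjusted p = 0.272. The lens scores that move with this group lay at 6.88 and 6.63 in Six3KO libraries rh012 and rh026 and at 0.63 in rh006. Photoreceptor precursor scores were -0.08 in rh006, 0.04 in rh012 and -1.02 in rh026, against -0.37 to 0.44 in WT. Progenitor scores were -0.03, -0.04 and -0.56 in the same order, against -0.19 to 0.17 in WT. In both lists only rh026 lay below WT. For the S phase and Hedgehog lists every Six3KO library lay below every WT library. Leaving out 1 library moved the number of lists to between 10 and 17, the latter without Six3KO library rh026.

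In Six6KO against WT no gene passed with edgeR. At an unadjusted p under 0.05 there were 518 genes (3.9%), DESeq2 called 2, and a fit on these 5 libraries alone called 10. The photoreceptor precursor genes stood lowest: all 13 had estimates below 0, with Otx2 at -0.50 ± 0.16, Gnb3 at -1.39 ± 0.48 and Cngb3 at -1.15 ± 0.69. Of the 13, 1 was lower adjusted over the list alone and 0 over all genes. Camera called that list lower (median -1.06, adjusted p = 3.5e-08; adjusted p = 0.647 with an estimated correlation), with the ganglion cell list (-0.38, adjusted p = 0.000292) and the mitosis list (-0.09, adjusted p = 0.0319). Periocular mesenchyme (0.59, adjusted p = 0.000292), blood vessel (0.58, adjusted p = 0.00841) and lens genes (3.65, adjusted p = 0.0186) were called higher. The adjusted p of these last 5 lists was 0.859 with an estimated correlation, and fry called 0 lists at a smallest adjusted p = 0.699. The ganglion cell score was 0.02 in Six6KO library rh007, within WT (-0.44 to 0.43), and -0.94 in rh020. The photoreceptor precursor score was -0.93 in rh007 and -1.07 in rh020, both below WT (-0.37 to 0.44). With 2 libraries in the group, leaving out rh020 gave 1 gene and rh007 gave 0, and the lens score was 5.51 in rh020 and -1.35 in rh007.

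The DKO retinas also differed from each single mutant. Against Six3KO, where both groups carry Cre, 78 genes passed (44 higher, 34 lower). Dbx1 was 84.5 fold higher (6.40 ± 0.74, adjusted p = 0.00615), Rfx4 34.0 fold (adjusted p = 0.0243), Car5b 23.1 fold (adjusted p = 0.00607) and Tmem132b 15.1 fold higher (adjusted p = 0.0106). Espn (-3.22 ± 0.41), the receptor tyrosine phosphatase Ptprt (-3.06 ± 0.32), the intermediate filament gene Synm (-2.79 ± 0.43) and Egflam, an extracellular matrix protein of photoreceptor synapses (-2.47 ± 0.25), were the largest falls at a mean of at least 5 CPM, with adjusted p from 0.00607 to 0.0273. Esr1 did not differ between the 2 Cre-carrying groups (log2 difference -0.00 ± 0.17, adjusted p = 0.998). Photoreceptor precursor genes were lower here too in 1 of 13 over all genes and 7 adjusted over the list alone, and FGF/MAPK feedback genes in 1 of 17 and 8. Adjusted over the list alone, 1 FGF/MAPK feedback gene was higher. The mesenchyme and lens scores were also lower in DKO, with 23 of 25 and 21 of 21 members lower adjusted over the list alone and 0 over all genes. Of the 78 genes, 28 were among the 83 called with the mesenchyme covariate and 9 among the 37 called with mesenchyme and lens. The call of Rfx4 was lost with both, and those of Tmem132b, Espn, Ptprt, Synm and Egflam with mesenchyme and lens. With the 2 groups alone, the calls of Rfx4, Espn and Synm were lost. In the 6 fits that left out 1 library, Synm passed in 1, Rfx4 in 3, Espn and Tmem132b in 5, and Ptprt and Egflam in 6. The log2 values of these genes kept their direction in every alternative. They ran from 4.619 to 5.911 for Rfx4 (5.087 in the reported fit) and 3.691 to 4.28 for Tmem132b (3.92). Those of Espn ran from -3.872 to -2.921 and those of Ptprt from -3.302 to -2.046. For Synm the range was -3.31 to -2.452, and for Egflam -2.636 to -1.996. Reads of Synm may be shared with Ttc23, whose exons overlap on the other strand.

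Against Six6KO, 31 genes passed in DKO (22 higher, 9 lower). Dbx1 had 473 reads against 2, a ratio of 115 with an exact 95% counting interval of 31.7 to 954, and Esr1 had 1998 reads against 1, a ratio of 973 with an interval of 174 to 38500 (adjusted p = 7.9e-06). Tmem132b was 19.9 fold and Car5b 14.5 fold higher (adjusted p = 0.0336 each). Ptprt (-2.55 ± 0.34), Spry1 (-2.20 ± 0.34), Egflam (-2.03 ± 0.27) and the protocadherin Pcdh1 (-1.54 ± 0.23) were the largest falls at a mean of at least 5 CPM and no overlap between the groups. Of 13 photoreceptor precursor genes, 1 was lower on either count, 5 had estimates above 0 and the list was not called (camera adjusted p = 0.0608). Of 17 FGF/MAPK feedback genes, 1 was lower over all genes, with 10 lower and 1 higher adjusted over the list alone (camera adjusted p = 4.62e-06; adjusted p = 0.374 with an estimated correlation). Lists of other tissues fell further, with medians of -4.49 for mesenchyme (camera adjusted p = 3.84e-15), -5.95 for lens (0.000139), -1.98 for vessel (8.15e-05), -2.30 for surface ectoderm (3.63e-08) and -3.36 for pigment epithelium (0.00402), against -0.81 for FGF/MAPK feedback. None of the 25 lists was called with an estimated correlation. Fry called the FGF/MAPK feedback and immediate early lists lower (adjusted p = 0.0426 each). It did not call the mesenchyme (0.157), surface ectoderm (0.304), vessel (0.395), lens or pigment epithelium lists (0.474 each). The mesenchyme covariate left 9 genes called, all higher and 3 of them among the 31. The calls of Dbx1, Tmem132b, Ptprt, Spry1, Egflam and Pcdh1 were lost with it. Each of these genes, and Car5b, was also lost with the mesenchyme and lens covariates and without DKO library rh010 or rh011. The log2 values kept their direction in every alternative. They ran from -2.60 to -1.52 for Ptprt, -2.52 to -1.52 for Spry1, -2.12 to -1.56 for Egflam and -1.71 to -1.24 for Pcdh1. On the higher side they ran from 5.83 to 10.19 for Dbx1, 3.91 to 4.88 for Tmem132b and 3.49 to 5.16 for Car5b. Of the 87 higher and 85 lower genes of DKO against WT, 41 and 26 were also called against Six3KO, and 21 and 7 against Six6KO. Independent lists would share 0.288 and 0.217 genes, and 0.144 and 0.0576 genes. In 20 simulations of unchanged groups, which leave out every effect and so yield few calls, the overlaps were 0. Neither value measures a shared effect, and part of the excess may come from the shared DKO libraries. The counts were 16 and 21 against Six3KO without DKO libraries rh010 and rh011, and 38 without Six3KO library rh026. Against Six6KO they were 3 and 2 without Six6KO libraries rh007 and rh020, 1 without DKO library rh010 or rh011, 77 without DKO library rh021, and 682 with those 5 libraries alone.

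Whether the double loss departed from the sum of the single losses was tested on the log2 scale, where an additive effect of Cre cancels. No gene passed with edgeR, at a smallest adjusted p = 0.14, while 1328 genes had an unadjusted p under 0.05 (9.99% of those tested) and DESeq2 called 240 (76 higher, 164 lower). The departures were 4.40 ± 0.74 for Tmem132b (unadjusted p = 0.000179, adjusted p = 0.233), 6.27 ± 1.57 for Dbx1 (adjusted p = 0.336) and 3.32 ± 0.65 for Lmo3 (adjusted p = 0.286). On the lower side stood Ptprt (-3.05 ± 0.45, adjusted p = 0.14), Spry1 (-2.62 ± 0.45, adjusted p = 0.233), Egflam (-1.97 ± 0.36, adjusted p = 0.286) and Otx2 (-1.07 ± 0.21, adjusted p = 0.286). These genes are named here for their values in the other comparisons. Without DKO library rh021, 3 genes passed. The photoreceptor precursor list was not called (camera adjusted p = 0.514), while the FGF/MAPK feedback list was called lower (median -0.70, camera adjusted p = 2.6e-05; adjusted p = 0.35 with an estimated correlation). Lists of other tissues departed further, with medians of -11.18 for lens (camera adjusted p = 2.1e-12), -5.01 for mesenchyme (1.12e-14), -2.63 for surface ectoderm (1.32e-06), -1.97 for vessel (0.000446) and -3.37 for pigment epithelium (0.0132). None was called with an estimated correlation.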

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

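The 4 alternatives with covariates or without libraries rh026 and rh020 were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate number. For the same reason the planned replicate block was not run. The counts with relative log expression size factors, without TMM and without the low-count filter stayed within 1.5 times. Where a Six6KO library is left out, the other is assumed to vary like the other groups.

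For DKO against WT (172 genes), DESeq2 called 769, the mesenchyme covariate 284, mesenchyme and lens 490, the vessel covariate 776, and the fit without rh026 and rh020 283. Leaving out 1 library gave 20 to 205, moved without each WT library (rh016, rh023 and rh024) and DKO libraries rh010 and rh011. For Six3KO against WT (1 gene), DESeq2 called 20. For Six6KO against WT (0 genes), DESeq2 called 2, the 2 groups alone 10, and leaving out 1 library 0 to 1 (1 without Six6KO library rh020). For DKO against Six3KO (78 genes), DESeq2 called 775, mesenchyme and lens 37, the vessel covariate 575, the fit without rh026 and rh020 37, and leaving out 1 library 16 to 91, moved without Six3KO library rh026 and DKO libraries rh010 and rh011. For DKO against Six6KO (31 genes), DESeq2 called 669, the 2 groups alone 682, mesenchyme 9, mesenchyme and lens 1, the vessel covariate 143, the fit without rh026 and rh020 4, and leaving out any 1 library 1 to 77. For additivity (0 genes), DESeq2 called 240 and leaving out 1 library 0 to 3 (3 without DKO library rh021). The cause was not tested.

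Of 12 lists called in DKO against WT, 0 were called with an estimated correlation and 3 by fry. Of 11 in Six3KO, both gave 0, and leaving out 1 library gave 10 to 17 (17 without rh026). Of 6 in Six6KO, both gave 0, the fit without rh026 and rh020 10, and leaving out 1 library 2 to 9 (2 without WT library rh023). With the mesenchyme and lens covariates, DKO against WT gave 13 lists (6 higher, 7 lower), of which 8 were among the 12, Six3KO gave 14 with 6 of its 11, and Six6KO gave 7 with 2 of its 6. Of 39 named genes called in DKO against WT and followed through the alternatives, 9 were called in every fit that left out 1 library and 28 in every other alternative.

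Some estimates turned direction. With the mesenchyme covariate, and with mesenchyme and lens, the DKO values became 0.826 and 0.739 for Slc45a2, 0.60 and 0.592 for Rlbp1, and 1.163 and 1.089 for Tyr. Six6 in Six3KO against WT, near 0 in the reported fit, was 0.011 with relative log expression, 0.00 without the filter, 0.010 with DESeq2, 0.007 with the 2 groups alone, 0.040 with mesenchyme, 0.354 with mesenchyme and lens, 0.256 without rh026 and rh020, and -0.150 to 0.256 when leaving out 1 library. Six3 in Six6KO against WT (-0.03) was 0.389, 0.485 and 0.319 with the mesenchyme, mesenchyme and lens, and vessel covariates, 0.402 without rh026 and rh020, and -0.680 to 0.402 when leaving out 1 library. The cause was not tested.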

Other observations

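The genes of this paragraph were chosen after their values were seen. Zic4, a zinc finger gene of the dorsal neural tube, rose in DKO against WT (3.12 ± 0.35, edgeR adjusted p = 0.00472), beside Zic1. Of 6 Iroquois homeobox genes, 2 fell, Irx3 and Irx5 (-2.60 ± 0.43, adjusted p = 0.0274), and 0 rose; both followed the mesenchyme score in the other groups (r = 0.955 and 0.936). Shh, the Hedgehog ligand that ganglion cells secrete, fell from 3.87 to 0.135 CPM (-4.73 ± 0.82, adjusted p = 0.0307), beside the fall of its target Hhip. Of 13 Wnt ligands, Wnt3a rose and 0 fell.

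The tests of Esr1, of tissue from outside the retina and of expression-matched gene length were chosen after seeing the result. The splits and the length trend were set before. With 6 libraries the 10 possible splits are too few for a share under 0.05. For DKO against WT the real split gave 172 genes and the highest other 0 (1 of 10 splits as high), for Six3KO against WT 1 and 0 (1 of 10), and for DKO against Six3KO 78 and 0 (1 of 10). For lists, DKO against WT gave 12 with a highest other of 15 (2 of 10 splits as high), and Six3KO against WT gave 11 with a highest other of 16 (6 of 10).

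Esr1 reads may come from the Cre-ERTM transgene, which holds part of the mouse estrogen receptor. The lowest of the 6 Six3KO and DKO libraries lay 80.27 times above the highest of the other 5. Tissue carried along is a poor candidate explanation, since the 6 libraries differed 1.234 times in Esr1 while their mesenchyme scores spanned 47.96 times. Transcription of the embryo's own Esr1 after loss of Six3 could not be told apart, since Cre and Six3 loss go together (DKO over Six3KO, 0.9981).

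The 85 genes lower in DKO could reflect less tissue from outside the retina, but the tables argue against 5 such tissues (others were not tested) as the cause of the whole set. Within the 8 libraries of the other groups, 14 of the 85 (16.5%) had a correlation of at least 0.7 with any of the 5 scores, against 101 of 103 list members (2 of the 3 among the 85, Col1a1 and Grhl3 but not Kdr) and 22.6% of all tested genes. With the mesenchyme and lens covariates the median of the 85 stayed at -1.78. The list medians went from -3.90 to -0.35 (mesenchyme) and -2.36 to 0.04 (lens), which is built in, since their own scores were the covariates. Of the lists outside the covariates, ectoderm went from -2.81 to 0.09. Vessel and pigment epithelium overshot, from -1.31 to 2.53 and from -2.71 to 1.83. The covariates thus did not remove each tissue exactly, and the unchanged -1.78 is weak evidence alone. Of the 85, 59 were still called lower. The other 26 had a median of -1.11 (median standard error 0.21) before and -1.04 (0.28) after, the spread having grown more than the fold shrank in 17. For the 14 genes, among them Irx3, Irx5, Cdo1, Spry1 and Ptprt, less tissue and lower expression in the retina cannot be told apart, since 7 were still called but Col1a1 and Grhl3, which belong to those tissues, were among the 7. The test replaced 2 earlier ones after their results were seen, the median correlation with the mesenchyme score (-0.240) and the slope on the 5 scores. The slope gave the larger part of the fall for 0 of 85 genes. It missed Col1a1 and Grhl3, and also Kdr, which followed none of the 5 scores.

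The 87 higher genes were long, with a median of 142.8 kb against 40.74 kb for the 85 lower genes and 24.80 kb for all tested genes. A length was available for 85 of the 87, for all 85 lower genes and for 13015 of the 13292 tested. A trend with gene length in the libraries is not a likely cause. Over all genes the Spearman correlation of log2 fold change with length was 0.0213. With each library's trend removed, 174 genes passed (90 higher, 84 lower), and 79 of the 87 were still called higher. So small a trend left the removal little to change, and the count of 79 is weak evidence alone. Sampling of genes with a high mean expression might have favoured long genes, but the median lay at percentile 100 of 10000 sets matched on expression, the highest of which was 58.19 kb.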
